A study of Homo sapiens with 2 samples. Its data were reported in "Engrafted nitrergic neurons derived from hPSCs improve gut dysmotility in mice" (2025).

How the data were processed

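Droplet-based 3′ RNA sequencing of single cells was performed on cultures derived from H9, a human embryonic stem cell line. One library was made from adherent cultures at day 10 of enteric neural crest induction and 1 from free-floating enteric crestospheres at day 15. Per the labels, each library pooled cells from 2 independent biological repeats. The repeats carried hashtag antibodies, but the deposited metadata do not assign cells to them, so each library was treated as 1 sample. Stage, culture format, medium, depth and library therefore cannot be separated from each other.

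The authors extracted gene-by-cell matrices with kallisto and bustools and deposited raw counts of unique molecular identifiers (UMIs), which are whole numbers without normalization. The genome build and annotation behind these counts are not stated. Both matrices list the same 33694 gene names, and the total of each cell equals the UMI count in the deposited metadata for all 9627 cells at day 10 and all 6320 cells at day 15. The deposited metadata also give the percent of UMIs in mitochondrial and ribosomal genes, a cell cycle phase, a cell type and an enteric neural crest cell (ENCC) subcluster. The authors removed cells on the number of detected genes, the number of UMIs and the mitochondrial percent in Seurat, and marked these cells in the deposited metadata without deleting them from the count matrices. Their upper limits were 3500 genes and 20000 UMIs in both libraries, with 5% mitochondrial UMIs at day 10 and 10% at day 15. The marking differed from these limits and the stated lower limits for 2 cells at day 10 and for 0 at day 15. According to their methods, clusters came from log-normalized counts with 2000 variable genes, regression of depth, mitochondrial and ribosomal percent and cell cycle scores, and Louvain clustering of each library on its own. Their plots show values imputed by adaptively thresholded low-rank approximation (ALRA). All values here come from the raw counts, except where imputed values are named.

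Counts were summed over the cells of a class and scaled by the total UMIs of the same cells to give CPM. All deposited cells entered the sums for a whole library. Cell types, subclusters and phases exist only for the cells that were kept, so shares of types and phases are over kept cells. Log2 ratios of day 15 over day 10 were taken on CPM + 1, which understates the change of genes with low counts. With 1 library per group there is no replicate check, and no test, standard error or count of changed genes was computed. Sums of counts carry exact Poisson intervals and shares carry exact Clopper-Pearson intervals, both at 95%. These intervals and the floor of 3 UMIs, equal to 0.0426 CPM at day 10 and 0.0353 CPM at day 15, cover counting error only. A count of 0 was taken to allow up to 3 counts of its total, of UMIs or of cells. Depth was higher per cell at day 15, with a median of 11770.5 UMIs against 6713 at day 10.

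Apart from a fixed list of marker, receptor and cell identity genes, genes were named by a rule set before the data were examined. The rule took the 6 largest and the 6 smallest log2 ratios among genes with at least 50 CPM in 1 of the libraries and a UMI in at least 10% of its cells, leaving out mitochondrial and ribosomal protein genes. Not every gene so fixed or named is reported here. Gene lists (HOX, enteric progenitor, neural crest and mesenchymal) were also fixed in advance. The median log2 ratio of each list was placed among 10000 random lists of the same size matched on expression, as a description of these libraries. A class was compared between stages by name only if its 10 leading genes by fold over the other cells held no more fixed markers of another class than of its own. The later comparisons of PAX3 and SOX9 with NEP cells are an exception, as the day 15 NEP cluster failed this rule. Shares of cells with a UMI were compared after thinning each cell to 3000 UMIs and leaving out shallower cells.

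Removed cells were assigned to the annotated class with the most likely expression profile under multinomial sampling. The same assignment returned the annotated class for 94.9% of ENCCs at day 10 and 99.8% at day 15, but for only 36.2% of the 47 mesenchymal cells. Fractions of ENCC RNA in a cell were fitted to mixtures of class profiles in steps of 0.05 and compared with doublets simulated by adding the counts of cell pairs. Doublets were not removed beyond the limits on genes and UMIs. Scrublet, run in scanpy, marked 1 of 9627 cells at day 10 and 0 of 6320 at day 15 and so did not work on these libraries. Removing the 6% of cells with the highest Scrublet scores was tried instead, a choice made after seeing the data.

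Clusters were rebuilt with Seurat 5.3.0 under R 4.3.3, with the numbers of principal components and the resolutions of the study, and at a resolution of 0.3. Rebuilt clusters were named from fixed markers, of which at least 3 had to be detected, by the mean log2 CPM over the average of all clusters. This naming score was chosen after seeing the data, because a first score, taken against all other cells, named clusters of annotated ENCCs as pluripotent. Both results are given with the alternatives. ALRA was rewritten in Python and run over the kept day 15 cells, with a rank of 35. Scaling factors of the trimmed mean of M values (TMM) came from edgeR 4.0.16, without any test. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and scikit-learn 1.9.0, and figures used matplotlib 3.10.9. Of the gene names, 22433 matched a symbol in GENCODE release 29 on GRCh38, which was used for positions, GC content and pseudogene names only.

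The calculations were tested on simulated counts with 200 changed genes. For the comparison of all cells, run on 1950 genes, 94% of the counting intervals of changed genes held the true ratio and all 12 named genes were changed genes. For ENCCs, run on 1840 genes, 94% of the intervals held the true ratio and all 12 named genes were changed genes. Alternatives covered another pseudocount (5 CPM), TMM scaling, a mean over cells, leaving out mitochondrial and ribosomal protein genes, 1 common cell filter in both libraries, kept cells in place of all cells, rebuilt clusters and subclusters, other thresholds on UMIs and phases scored again with scanpy. The genomic sequence, the hashtag counts and the other libraries of the study were not analysed here.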

Results

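Single-cell libraries were available for 2 stages of enteric neural crest differentiation from H9 cells, a human embryonic stem cell line. Enteric neural crest cells (ENCCs), from which the neurons and glia of the gut arise, first form in a monolayer whose last medium before day 10 contains retinoic acid. The monolayer is later dissociated, and the cells aggregate into floating spheres, called enteric crestospheres, in another medium. The day 10 library (adherent, n = 1) held 9627 cells and 70488169 UMIs, and the day 15 library (crestospheres, n = 1) held 6320 cells and 84976253 UMIs. The median cell had 6713 UMIs and 1925 detected genes at day 10, and 11770.5 UMIs and 2664 genes at day 15. The 50 most abundant genes took 38.9% of all UMIs at day 10 and 39.0% at day 15. Each library pooled cells of 2 biological repeats that could not be separated, so no difference between stages had a replicate check, and all intervals cover counting error only.

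The first question was which cell types each stage contained and whether suspension culture enriched ENCCs. Cell types were those deposited by the authors, who annotated each library on its own. At day 10, 4921 of 7295 kept cells were ENCCs, a share of 67.5% (Clopper-Pearson interval 66.4 to 68.5). Neuro-epithelial progenitors (NEP) made up 24.8% (23.8 to 25.8), cranial placode cells (CP) 4.44% (3.98 to 4.94) and non-neural ectoderm (NNE) 3.28% (2.88 to 3.71). At day 15, 4934 of 5336 kept cells were ENCCs, a share of 92.5% (91.7 to 93.2). The rest of the crestosphere cells comprised the CP1 cluster at 3.90% (3.39 to 4.45), NEP at 1.95% (1.60 to 2.36), mesenchymal cells (Mes) at 0.881% (0.648 to 1.17) and the CP2 cluster at 0.806% (0.584 to 1.08). The ENCC share was thus higher in the day 15 library than in the day 10 library, and the intervals did not overlap. ENCCs carried 3 of their own fixed markers and none of another class among their 10 leading genes at both stages. The day 15 NEP cluster had KRT19, a marker of non-neural ectoderm, and no NEP marker among its 10 leading genes, and CP2 had PAX6, an NEP marker, and no placode marker. NEP and CP shares were therefore not compared between stages by name. The day 15 NEP cluster still held 123 CPM of WNT2B and 112 CPM of PAX6, against 2.54 and 0.197 CPM in ENCCs. Rebuilt day 15 clusters of 105 and 43 cells, close in size to NEP and CP2, were named non-neural ectoderm and neuron from the fixed markers. The alternative that moved the ENCC share most was a naming of rebuilt clusters against all other cells, which gave 39.0% at day 15 at a resolution of 0.3. The other rebuilt clusterings gave 92.4% at day 15.

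The quality filters had removed 2332 cells (24.2%) at day 10 and 984 cells (15.6%) at day 15. At day 10, 1244 of the removed cells had too few genes and 1095 too high a mitochondrial share. At day 15, 929 of the removed cells exceeded the limit of 3500 genes, 0 exceeded the mitochondrial limit, and the removed cells held 28.98% of all UMIs. Among the removed day 15 cells, 557 had an expression profile closest to ENCCs and 345 closest to CP1. Counting removed cells in this way lowered the ENCC share to 64.2% at day 10 and 86.9% at day 15, with the day 15 share still higher, and raised the CP1 share to 8.75%.

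**Figure D1:**
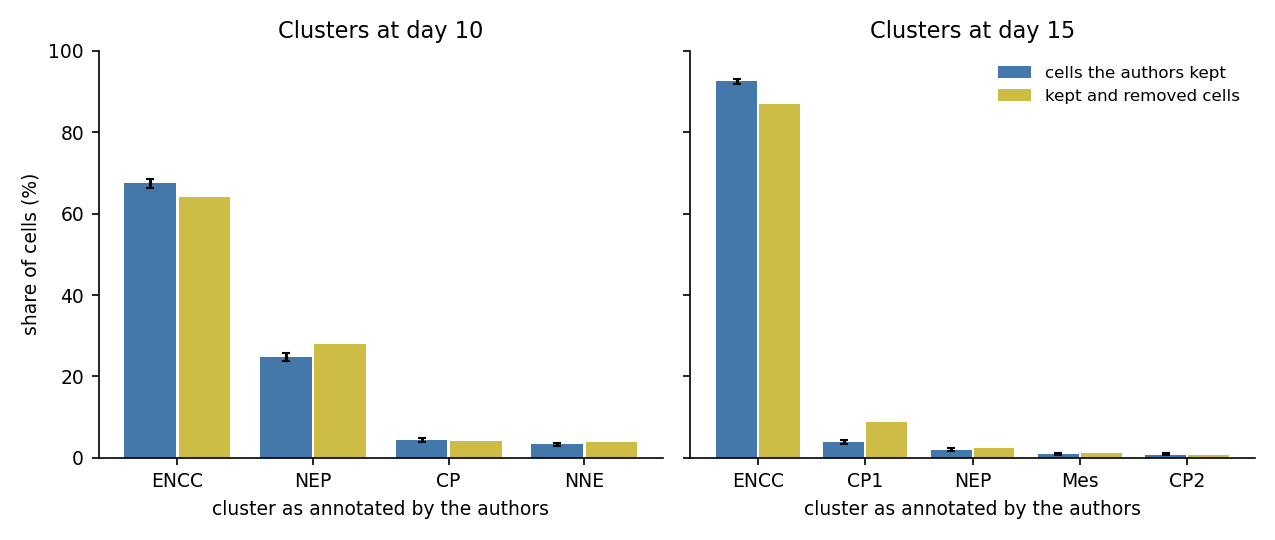
Share of cells (%) in each annotated cluster at day 10 (left) and day 15 (right), for the kept cells (blue, error bars are 95% Clopper-Pearson intervals) and for kept and removed cells together, with removed cells placed by expression profile (yellow). ENCCs rise from 67.5% to 92.5% of kept cells, and CP1 rises from 3.90% to 8.75% at day 15 once removed cells are counted.

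**Figure D2:**
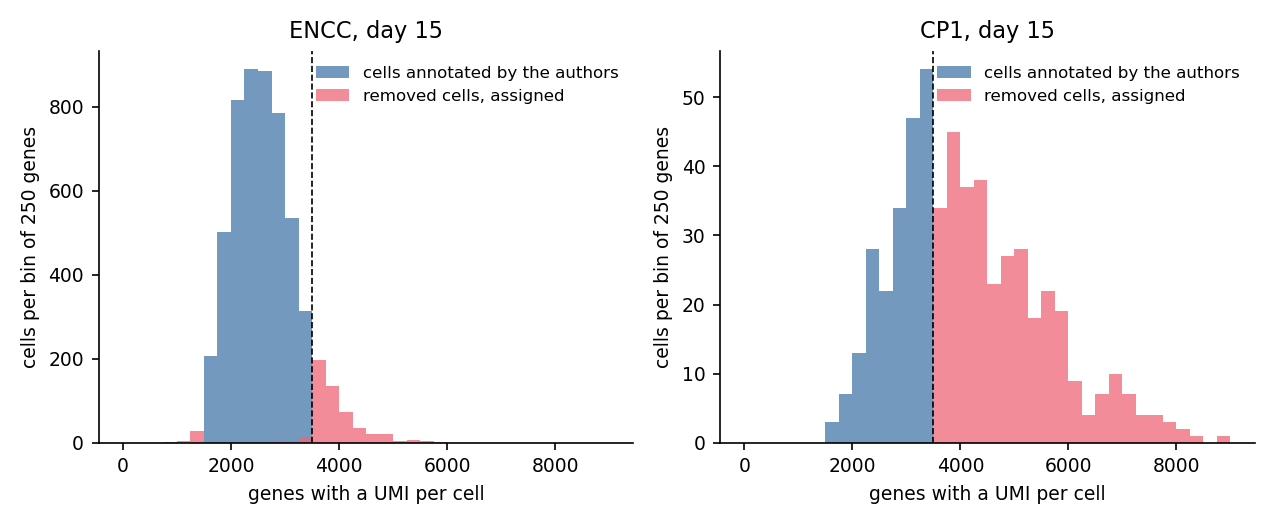
Number of day 15 cells per bin of 250 genes against the number of genes with a UMI per cell, for ENCCs (left) and CP1 (right); blue cells were kept and annotated, pink cells were removed and placed by expression profile, and the dashed line marks the limit of 3500 genes. The limit lies in the upper tail of the ENCCs, with 10.1% of the class removed, and inside the body of CP1, with 62.4% removed.

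Levels of the genes that define the annotated types were compared between whole libraries, where both cell composition and level per cell contribute. SOX10 (chromosome 22, 37970686 to 37987422, minus strand, GRCh38) was at 77.8 CPM (Poisson interval 75.8 to 79.9) at day 10 and 86.7 CPM (84.8 to 88.7) at day 15, a log2 ratio of 0.15. FOXD3 (chromosome 1, 63323041 to 63325126, plus strand) rose from 12.0 CPM (11.2 to 12.8) to 19.6 CPM (18.7 to 20.5), a log2 ratio of 0.67. Within ENCCs alone, the SOX10 level was lower at day 15, at 103 CPM against 120 CPM, and FOXD3 was at 23.1 CPM against 18.4 CPM. The largest move in these ratios came from TMM scaling, which gave 0.35 for SOX10 and 0.85 for FOXD3. TMM scaling moved the median log2 ratio of the 2242 genes compared from -0.11 to 0.09. Relative to that median, SOX10 was at 0.26 under both scalings and FOXD3 at 0.77 and 0.76. WNT2B fell from 306 CPM (302 to 310) to 4.52 CPM (4.08 to 4.99) and PAX6 from 206 CPM (202 to 209) to 4.73 CPM (4.28 to 5.22), with log2 ratios of -5.80 and -5.17. EPCAM, CDH1 and MSX1 also fell, with log2 ratios of -1.53, -2.21 and -2.24. TWIST1 rose from 0.0567 CPM, resting on 4 UMIs, to 2.97 CPM (2.61 to 3.36). EYA2 was at 2.94 CPM (2.55 to 3.37) and 5.92 CPM (5.41 to 6.46), a log2 ratio of 0.81 that changed sign to -0.53 among kept cells.

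**Figure D3:**
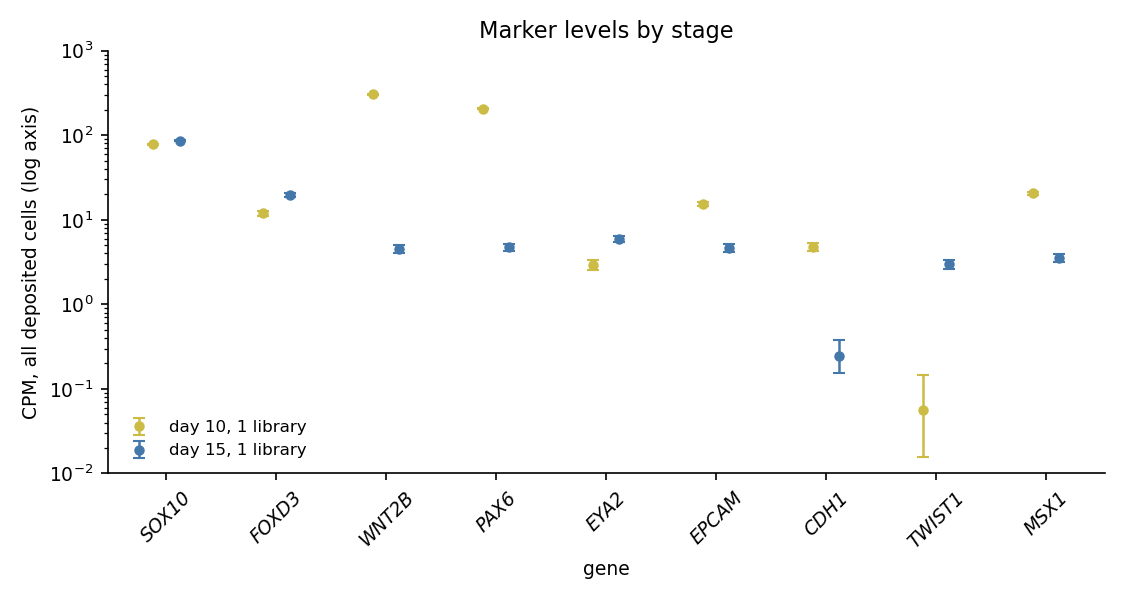
CPM over all deposited cells on a log axis for marker genes at day 10 (yellow) and day 15 (blue), 1 library each, with 95% Poisson intervals as bars. SOX10 lies at 77.8 and 86.7 CPM and FOXD3 at 12.0 and 19.6 CPM, and WNT2B and PAX6 drop from 306 and 206 CPM to 4.52 and 4.73 CPM.

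Genes with the largest differences between the whole libraries were then named by the fixed rule of size, which 2242 genes could enter. Of these genes, 84.6% lay within 1 log2 unit of equality. The steepest rise was for SST, the somatostatin gene (chromosome 3, 187668906 to 187670399, minus strand), from 5.84 CPM (5.29 to 6.44) to 1134 CPM (1126 to 1141), a log2 ratio of 7.37. NENF, BCYRN1, PPP1R14B, SRM and ODC1 followed with log2 ratios from 4.55 to 3.98. NENF, PPP1R14B and SRM have processed pseudogenes, and BCYRN1 is a short non-coding RNA (chromosome 2, 47335315 to 47335514, plus strand) with many related repeats, so their counts are uncertain where such reads were shared. CYP26A1 (chromosome 10, 93073475 to 93077890, plus strand), which encodes an enzyme that breaks down retinoic acid, showed the steepest fall, from 283 CPM (280 to 287) to 1.86 CPM (1.58 to 2.17), a log2 ratio of -6.64. TRPM3, WNT2B, PAX6, CXCL14 and CA2 followed with log2 ratios from -5.93 to -4.95. A pseudocount of 5 CPM changed this set most and kept 9 of the 12 genes.

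Sums over ENCCs alone reduce the part that composition plays in these ratios, although 256 of the day 10 ENCCs lay outside the numbered subclusters and had high WNT2B and PAX6 levels. The ENCC sums held 36948088 UMIs at day 10 and 55849299 at day 15, and 2104 genes could enter. SST rose from 0.135 CPM (0.0439 to 0.316) to 56.8 CPM (54.8 to 58.8), a log2 ratio of 5.67. At 3000 UMIs per cell, 13.7% of day 15 ENCCs and 13.5% of day 15 NEP cells had an SST UMI. Their median depths before thinning were 11082 and 10953.5 UMIs. The ENCC share could thus not be told from that of NEP cells, and background was not measured directly. NENF rose from 2.98 CPM (2.45 to 3.59) to 110 CPM (107 to 113), ODC1 from 10.2 CPM (9.20 to 11.3) to 301 CPM (296 to 305) and IGFBP2 from 48.6 CPM (46.4 to 50.9) to 1061 CPM (1052 to 1069). BCYRN1 and SRM rose with a log2 ratio of 3.98 each. REC8, COL1A1, SPP1, HLA-C and CSRP2 fell, with log2 ratios from -4.88 to -3.46, and HLA-C can share reads with other HLA genes. The common filter and TMM scaling each kept 11 of the 12 genes.

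**Figure D4:**
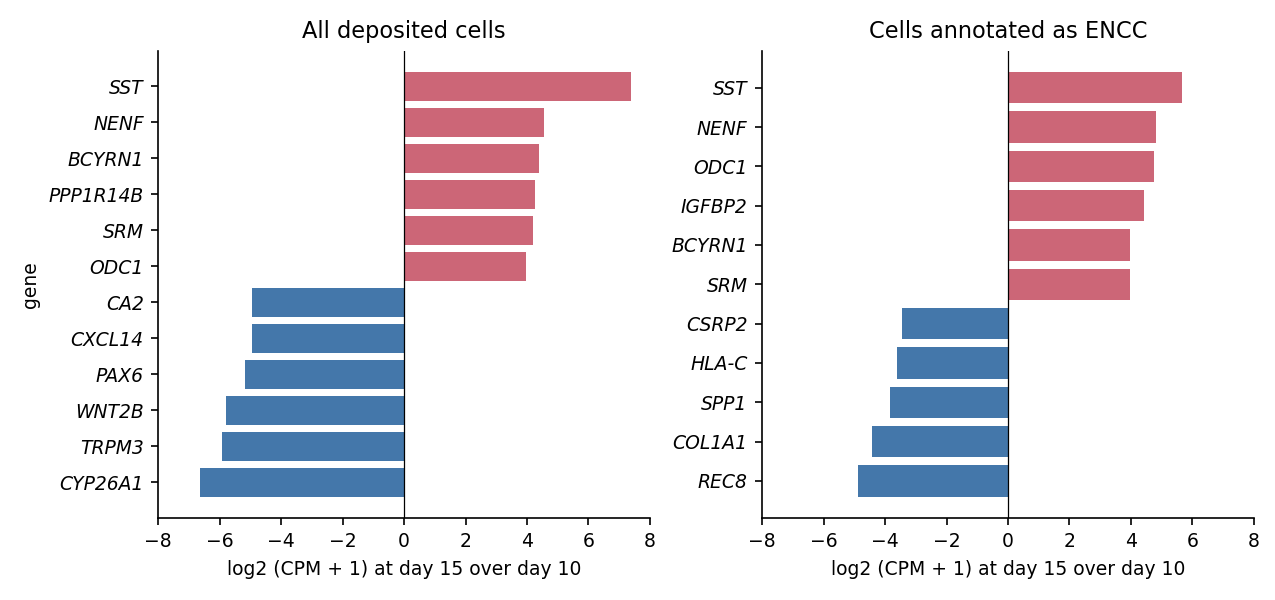
Log2 ratio of CPM + 1 at day 15 over day 10 for genes named by the rule as having the largest or smallest ratios, over all deposited cells (left) and within ENCCs (right); bars start at 0 and each stage has 1 library. SST leads both sets with 7.37 and 5.67, and CYP26A1 is lowest over all cells at -6.64.

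Fixed gene lists were compared within ENCCs to ask about axial, enteric, crest and mesenchymal identity. Retinoic acid gives the crest its vagal position along the body axis, which HOX genes record. The 12 HOX genes summed to 16.8 CPM (15.5 to 18.2) at day 10 and 1.02 CPM (0.773 to 1.32) at day 15, from 621 and 57 UMIs. Of these, 6 were at or below the floor at both stages and the other 6 were lower at day 15, HOXB7 by less than its counting error. The median log2 ratio of the HOX list was -0.05, at percentile 3.69 of 10000 random lists matched on expression, or -3.70, at percentile 0, with undetected genes at their bound and genes at the floor left out. HOXB2 carried most of the sum, with 10.3 CPM at day 10 and 0.680 CPM at day 15. The neural crest list had a median of -0.21 (percentile 37.1), the enteric progenitor list 0.04 (percentile 81.6) and the mesenchymal list 0.07 (percentile 88.2), with 4 of 9, 4 of 8 and 6 of 11 compared genes higher at day 15. The summed CPM of these 3 lists was nonetheless lower at day 15, at 539 against 806 for the neural crest list, 97.8 against 126 for the enteric progenitor list and 189 against 523 for the mesenchymal list, as sums follow the most abundant genes. Counting intervals of the enteric progenitor and mesenchymal medians held 0, at -0.01 to 0.14 and -0.16 to 0.15. The mesenchymal median was the value of RUNX2, with 2 UMIs at day 10 and 6 at day 15. With genes at their bound, the medians of the 3 lists were -0.22, 0.05 and 0.14, at percentiles 37.9, 77.0 and 87.9. The alternative with the largest move was TMM scaling of the neural crest list, to -0.03, while its value relative to the median of all genes stayed at -0.10. The HOX list lay 0.07 above the median of all genes with library totals and 0.11 below it with TMM scaling, at -0.11, since only 6 of its 12 genes had counts above the floor.

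The study asked which receptors targeted by the kinase inhibitor PP121 are present in crestospheres. Over all day 15 cells, ERBB3 was at 89.8 CPM (87.8 to 91.8) with a UMI in 60.6% of cells, and ERBB2 at 9.33 CPM (8.69 to 10.0) with a UMI in 11.6%. PDGFRA (chromosome 4, 54229097 to 54298247, plus strand) was at 1.14 CPM (0.926 to 1.39), and 1.41% of cells had a UMI. PDGFRB (chromosome 5, 150113837 to 150155872, minus strand) was at 2.40 CPM (2.08 to 2.75), in 2.91% of cells. EGFR was at 0.706 CPM (0.539 to 0.909), in 0.870% of cells. Among the receptors for vascular endothelial growth factor, FLT4 was at 1.53 CPM (1.28 to 1.82), in 2.03% of cells, FLT1 at 0.282 CPM (0.181 to 0.420) and KDR at 0.165 CPM (0.0901 to 0.276). At day 10 the same genes were at 46.3 CPM for ERBB3, 10.6 for ERBB2, 1.69 for PDGFRA, 2.89 for PDGFRB, 0.894 for EGFR, 0.681 for FLT4, 0.312 for FLT1 and 0.709 for KDR. For PDGFRA and FLT4 the alternative that moved the share most was a minimum of 2 UMIs, which gave 0.111% and 0.0316%, and for ERBB3 it was thinning to 3000 UMIs, which gave 24.4%.

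Clusters of the day 15 library differed in these receptors. Mes cells had 17.8 CPM of PDGFRA (8.55 to 32.8) and 32.1 CPM of PDGFRB (19.0 to 50.7), against 0.931 CPM (0.695 to 1.22) and 1.36 CPM (1.07 to 1.70) in ENCCs. ERBB3 was at 107 CPM (104 to 110) in ENCCs and 7.54 CPM (4.47 to 11.9) in CP1. KDR had 14 UMIs in all, 7 of them in NEP cells. FLT4 was at 1.61 CPM (1.30 to 1.98) in ENCCs, which did not overlap the PDGFRA interval there. At 3000 UMIs per cell, ERBB3 was seen in 27.3% of ENCCs, 3.85% of CP1 cells and 0 of 104 NEP cells, which allows a share of up to 2.88%. PDGFRA was seen in 0.263% of ENCCs (0.140 to 0.450), PDGFRB in 0.527% (0.345 to 0.771) and FLT4 in 0.567% (0.377 to 0.819), and each gene in 0 of 104 NEP cells, at median depths of 11082 UMIs for ENCCs and 10953.5 for NEP cells before thinning. These ENCC shares lay under the limit that the NEP count of 0 allows, so a difference from background was not detectable in shares at this depth.

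**Figure D5:**
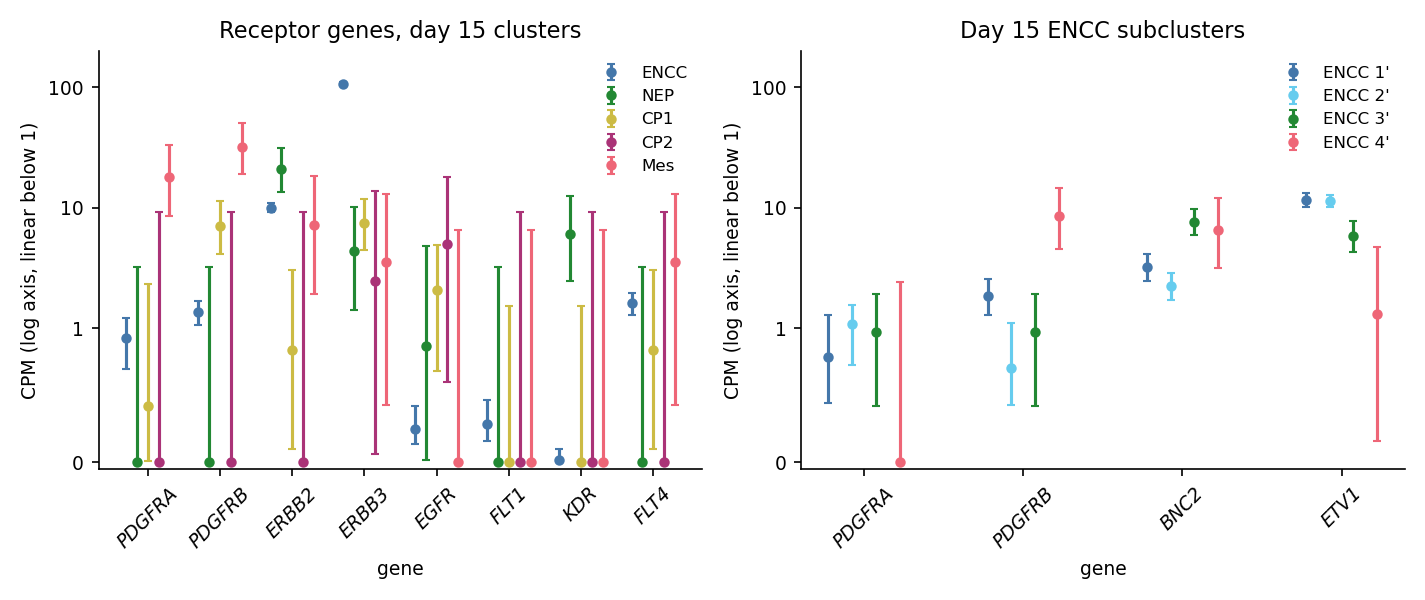
CPM of receptor genes in the 5 annotated day 15 clusters (left) and of PDGFRA, PDGFRB, BNC2 and ETV1 in the day 15 ENCC subclusters (right), with 95% Poisson intervals as bars on an axis that is logarithmic above 1 CPM and linear below. Mes cells lie highest for PDGFRA and PDGFRB at 17.8 and 32.1 CPM, ENCCs highest for ERBB3 at 107 CPM, and subcluster ENCC 4′ has 8.58 CPM of PDGFRB but 0 UMIs of PDGFRA.

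The study further related PDGF receptors and fate regulators to subclusters of ENCCs. At day 10, subclusters ENCC 1 to ENCC 4 held 64.3%, 24.2%, 7.46% and 4.01% of 4665 subclustered cells, and 256 ENCCs (5.20%) lay outside them. At day 15, ENCC 1′ to ENCC 4′ held 33.9%, 48.4%, 14.8% and 2.81% of 4907 cells, with 27 ENCCs outside. The numbering is separate for each stage, and subclusters were not compared between stages. ENCC 4′, with 138 cells, had 0 UMIs of PDGFRA, which allows up to 1.98 CPM, against 0.790, 1.08 and 0.976 CPM in ENCC 1′ to ENCC 3′, so no difference in PDGFRA was detectable at this depth. PDGFRB was at 8.58 CPM (4.57 to 14.7) in ENCC 4′, above 1.84 CPM (1.28 to 2.56) in ENCC 1′, 0.708 CPM (0.426 to 1.11) in ENCC 2′ and 0.976 CPM (0.421 to 1.92) in ENCC 3′, with no overlap of the intervals. BNC2 was at 6.60 CPM (3.16 to 12.1) in ENCC 4′ and 7.69 CPM (5.91 to 9.84) in ENCC 3′, against 3.21 CPM (2.46 to 4.13) in ENCC 1′ and 2.24 CPM (1.71 to 2.88) in ENCC 2′. ETV1 was at 1.32 CPM (0.160 to 4.77) in ENCC 4′, from 2 UMIs, and at 11.6 CPM (10.2 to 13.3), 11.4 CPM (10.2 to 12.8) and 5.86 CPM (4.32 to 7.77) in ENCC 1′ to ENCC 3′. After thinning to 3000 UMIs, 4 of the 138 cells had a PDGFRB UMI, 1 a BNC2 UMI and 0 an ETV1 UMI, which allows a share of up to 2.17%. Thinning to 5000 UMIs moved the shares of PDGFRB and BNC2 most, to 5.07% and 2.90%. Rebuilding subclusters at a resolution of 0.3 moved that of ETV1 most, since 135 of the 138 cells fell into a cluster of 1539 cells in which 2.73% had an ETV1 UMI.

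Cell cycle phases deposited by the authors differed between the stages. At day 10, 48.6% of kept cells were in G1 (47.4 to 49.7), 26.6% in S (25.6 to 27.6) and 24.8% in G2M (23.9 to 25.8). At day 15, the shares were 37.8% (36.5 to 39.1), 39.9% (38.6 to 41.3) and 22.2% (21.1 to 23.4). Within ENCCs the S share was 31.5% (30.2 to 32.8) at day 10 and 42.4% (41.0 to 43.8) at day 15, and the G2M share 29.5% (28.3 to 30.8) and 22.9% (21.7 to 24.1). The alternative that moved these shares most was scoring the same gene sets again with scanpy, which gave 36.1% in G2M at day 10 and 33.7% at day 15. The S share was higher at day 15 under both scorings, at 36.5% against 21.8% with scanpy.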

Values the study reported

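The study reported 4 transcriptionally distinct clusters at the enteric neural crest stage. Its subclustering of ENCCs gave 4 clusters at each stage.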

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

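The test for doublets, the count of the same cells after thinning and the comparisons with NEP cells were chosen after the results were seen. The cells that the quality filters had removed at day 15 carry no annotation and entered no comparison of the study. Of these, 345 of 984 (35.1%, Clopper-Pearson interval 32.1 to 38.1) had an expression profile closest to CP1. All 345 exceeded the limit of 3500 genes. Counted with the kept cells, CP1 would hold 553 cells, of which 62.4% had been removed, against 10.1% of the ENCC class. The removed CP1-like cells had a median of 26635 UMIs and 4644 genes, and the kept CP1 cells 11734.5 UMIs and 2970.5 genes. They carried 35.1 CPM of EYA2 and 6437 CPM of SST, against 31.0 and 7858 CPM in the kept cells. After thinning to 9000 UMIs, 36.4% of the removed cells that were deep enough, 347 of 953, were placed in CP1. Among them were all 345 placed there before. Random thinning keeps the gene proportions that the assignment uses, so this result followed largely from the method. It could not test an assignment driven by depth. Damage was argued against, since the median mitochondrial percent of the removed CP1-like cells was 1.28 times that of kept CP1 cells. This was below the 1.5 times set in advance for damaged cells. For doublets of ENCC and CP1 cells, the ENCC markers allowed a median of 9.24% ENCC RNA in the summed removed cells, against 47.8% in simulated doublets, so doublets cannot account for the group as a whole. This measure replaced a fitted ENCC fraction per cell after both had been seen, and the fitted fraction is less clear. A part of the cells could still be doublets. The median fitted fraction was 0.15, against 0 in kept CP1 cells and 0.45 in simulated doublets, and 44.6% of the removed cells lay at or above 0.2, the 5th percentile of the simulated doublets. High Scrublet scores were also more frequent among removed than among kept CP1 cells, at 12.8% and 4.81%. Simulated doublets had a median of 22734.5 UMIs, closer to that of the removed cells than to that of the kept CP1 cells. That CP1 cells hold more RNA than ENCCs and were lost to a limit set for the whole library stays open as a hypothesis, as do doublets between CP1 cells, which these tests cannot see.

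PAX3 and SOX9, both on the neural crest list, stood lower in ENCCs than in the other kept cells at day 10 and higher at day 15, while the other 9 of 11 crest genes compared kept their direction. For PAX3 the log2 ratio of ENCCs over other cells was -0.28 (-0.37 to -0.18) at day 10 and 1.13 (0.81 to 1.60) at day 15. For SOX9 it was -0.94 (-1.30 to -0.78) and 0.78 (0.47 to 1.18). These ratios and those against NEP cells were taken on CPM + 1, while their intervals are for ratios of CPM alone. The difference between stages was not tested, since each has 1 library. The other cells are mostly NEP at day 10 and mostly CP1 at day 15, so another mixture of cells could turn the ratio. Against NEP cells alone, PAX3 in ENCCs was at -0.46 at day 10 and at -0.30 (-0.76 to 0.16) at day 15, which is what a change in the mixture needs, and PAX3 fell in ENCCs too, from 65.0 to 29.5 CPM. For SOX9 the ratio against NEP cells also turned, from -0.88 to 1.01 (0.34 to 1.91). The level of SOX9 in ENCCs rose from 6.82 to 27.4 CPM while that in the other cells was 14.0 and 15.6 CPM, and a mixture of other cells cannot raise the ENCC level. The day 15 NEP cluster had no NEP marker among its leading genes and may not hold the same cells as the day 10 cluster, which limits both comparisons. WNT2B and PAX6 were at 123 and 112 CPM there, against 827 and 572 CPM in day 10 NEP cells. For SOX9, the stage and every technical difference between the libraries stay open.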

How the results depend on the processing

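The alternatives for removed cells, ENCCs outside the subclusters, the top Scrublet scores, kept cells in place of all cells, and naming of rebuilt clusters against all other cells were chosen after seeing the data. In all, 150 combinations of a result and an alternative were computed. Among the main results, 60 stayed within their counting interval or kept most of their genes, 29 moved and 0 changed sign. Many of these are shares or numbers of genes, which cannot change sign. Among single genes, 28 stayed, 31 moved and 2 changed sign. The planned removal of doublets called by Scrublet was not run as such, because it called 1 and 0 cells. No paired analysis was possible because each stage has 1 library and no test was made.

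The ENCC share at day 10 was 65.4% with clusters rebuilt at a resolution of 0.3 under either naming, 64.2% with removed cells counted, and 63.9% with ENCCs outside the subclusters counted as other cells. The ENCC share at day 15 was 86.9% with removed cells counted. It was 39.0% with clusters rebuilt at a resolution of 0.3 and named against all other cells, since 2 of the 3 clusters made up of annotated ENCCs then scored highest, at 0.10 and 0.03, for pluripotent markers. Named against the average of all clusters, the same clusters gave 92.4%. That score was chosen after the 39.0% was seen. Apart from this naming, the share was higher at day 15 than at day 10 under each alternative run.

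With TMM scaling the log2 ratios were 0.35 for SOX10 and 0.85 for FOXD3, and the median of the neural crest list was -0.030. These moves follow from the shift of all genes under TMM, and relative to the median of all genes the values stayed at 0.26, at 0.77 and 0.76, and at -0.10. A pseudocount of 5 CPM gave 0.53 for FOXD3 and -0.010 for the HOX list, as a larger pseudocount shrinks ratios of low counts. Leaving out ENCCs outside the subclusters gave -0.28 for the neural crest list, and the cause was not tested. EYA2 changed sign, to -0.60 with the common filter and to -0.53 among kept cells. These filters take out the CP1-like cells above 3500 genes, which carry 35.1 CPM of EYA2.

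The share of day 15 cells with a UMI was 0.111% for PDGFRA, 0.253% for PDGFRB, 32.4% for ERBB3 and 0.0316% for FLT4 when 2 UMIs were required. After thinning to 3000 UMIs these shares were 0.332%, 0.712%, 24.4% and 0.538%. Among kept cells the share was 1.12% for PDGFRA and 1.95% for PDGFRB. For EGFR it was 0.394% among kept cells, against 0.870% over all day 15 cells. A stricter threshold and a lower depth lower such shares by construction. FLT4 stood above PDGFRA with thinning and below it with 2 UMIs, where few cells remain. The subclusters rebuilt at a resolution of 0.3 gave 2.73% of cells with an ETV1 UMI in the cluster nearest to ENCC 4′. That cluster held 1539 cells, among them 135 of the 138. Its share was 0.910% for PDGFRB, against 2.90% in ENCC 4′ after thinning to 3000 UMIs. For BNC2 it was 1.10% against 0.725%, and for PDGFRA 0.195% against 0. Phases scored with scanpy were the same for 87.1% of cells at day 10 and 86.0% at day 15. The shares of G1, S and G2M became 42.1%, 21.8% and 36.1% at day 10 and 29.8%, 36.5% and 33.7% at day 15, and the cause was not tested. G1 was lower, S higher and G2M lower at day 15 under both scorings.

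Depth limits the receptor and subcluster results. With 0 UMIs in the 138 cells of ENCC 4′, PDGFRA there is limited to 1.98 CPM, and PDGFRA in the other subclusters lay below that limit. The ENCC shares of PDGFRA, PDGFRB and FLT4 at 3000 UMIs lay below the 2.88% that 0 of 104 NEP cells allow.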

Other observations

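The tests on pseudogenes, on the other clusters, on SST, on FLT4 in ENCCs relative to all cells, on doublets among ENCCs outside the subclusters, and on HOX capture and depth were chosen after the results were seen.

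The rise of genes between the stages was shared across cell classes. The 50 genes with the largest rise in ENCCs had a median log2 ratio of 2.65 there. Because the other clusters could not be matched between the stages by name, each of those at day 15 was set against each of those at day 10. Over the 12 pairs the median log2 ratio of the 50 genes ran from 2.38 to 3.05, with at least 45 of the 50 higher at day 15 in each pair. The median level of the 50 genes in the other day 15 clusters was 93.6% to 104% of that in ENCCs. A change inside ENCCs alone is therefore argued against. A bias by GC content of the transcript 3′ end was argued against by a Spearman's rho of 0.0401 with the log2 ratio across genes, although the 50 genes had a median GC of 44.3% against 40.2% for all. Reads shared with processed pseudogenes may affect single genes such as NENF and SRM, but 22% of the 50 genes have a named processed pseudogene, against 26.9% of all genes compared. Library preparation, depth, culture format, medium and stage remain open, because each stage has 1 library.

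SST was not confined to CP1 at day 15. At 3000 UMIs per cell, 13.7% of ENCCs (12.7 to 14.7), 13.5% of NEP cells (7.56 to 21.6) and 12.8% of Mes cells (4.83 to 25.7) had an SST UMI, against 99.0% of CP1 cells. At day 10 the ENCC share was 0.0407%. In CPM, the ENCC level was 5.01% of the level over all day 15 cells. Alike shares in unrelated classes are in line with free RNA from CP1 cells as the source. The log2 ratio of 5.67 for SST within ENCCs, the largest there, may then reflect CP1 cells and not ENCCs. CP2 stood apart with 65.1% (49.1 to 78.99), and its excess was not tested further.

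ENCCs left outside the numbered subclusters at day 10 looked like NEP cells. These 256 cells had 649 CPM of WNT2B and 458 CPM of PAX6, against 10.7 and 6.69 CPM in the numbered ENCCs, and 26.2 CPM of SOX10 against 126 CPM. Doublets of ENCC and NEP cells could be neither shown nor excluded. The fitted ENCC fraction of 43.0% of these cells lay inside the central range of simulated doublets, but 52.7% lay below it. Top Scrublet scores were found in 38.7% of them against 3.54% of numbered ENCCs, while their median of 8376.5 UMIs was closer to that of NEP cells, 7227, than to the 14699 of simulated doublets. Doublets and misplaced NEP cells thus cannot be told apart for these cells, since the 2 lines of evidence conflict. Counted as other cells, they lower the day 10 ENCC share to 63.9%.

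HOX genes were low in day 15 ENCCs, at 1.02 CPM summed over the list against 16.8 CPM at day 10. The other day 10 clusters stood higher, at 138 CPM in NEP, 539 CPM in NNE and 122 CPM in CP cells. Free RNA from them, or NEP-like cells among the ENCCs, could supply part of the 16.8 CPM. That part was not measured, so how far HOX levels fell within ENCCs stays open. A failure to capture or count HOX transcripts was argued against by 147 CPM (112 to 189) in CP2 of the same library. A loss through depth was argued against too, as ENCCs held 1.51 times as many UMIs in all at day 15. Retinoic acid is supplied during induction and is not listed as a component of the crestosphere medium, whose supplements were not examined. If its withdrawal were the cause, other direct targets of retinoic acid receptors would fall as well. Of 7 such genes chosen for this test, 5 had at least 10 UMIs at a stage. Their median log2 ratio in ENCCs was -0.61, at percentile 1.57 of matched random lists, and 4 of the 5 were lower at day 15. STRA6 went the other way, with a log2 ratio of 0.93. CYP26A1, left out of the list because its fall had been seen, went from 45.4 to 0.269 CPM in ENCCs. The falls are compatible with the withdrawal of retinoic acid. However, the stage, the suspension culture and the other medium components changed at the same time and were not tested apart. CYP26A1 was at 283 CPM over all day 10 cells, so free RNA or NEP-like cells could supply part of its ENCC level too. How far these target genes fell within ENCCs thus also stays open.

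In summed counts FLT4 was not below PDGFRA in crestospheres, whereas the study described transcripts of the receptors for vascular endothelial growth factor as not detectable and those of PDGFRA as present. In ENCCs FLT4 (chromosome 5, 180601506 to 180649624, minus strand, GRCh38) was at 1.61 CPM (1.30 to 1.98) and PDGFRA at 0.931 CPM (0.695 to 1.22). Over all day 15 cells the intervals of the genes overlapped, at 1.53 and 1.14 CPM. The share of day 15 cells with at least 2 UMIs was lower for FLT4, at 0.0316% against 0.111%. Reads from an overlapping gene were argued against, since 0 genes of the annotation overlap FLT4 exons on its strand. Free RNA from other deposited cells was argued against as well. The test set in advance looked for a cluster with far more FLT4 than ENCCs, and the highest was Mes at 3.57 CPM (0.432 to 12.9). In a test added later, the level in ENCCs was 105% of that over all day 15 cells. SST, for which free RNA is a possible source, stood at 5.01%. Both genes are rare, with 90 and 52 UMIs in ENCCs, and RNA from cells lysed before capture could contribute equally to each cluster. The study's plots show imputed values, whereas these are raw counts, and FLT4 was not imputed here. The source of the difference from the study's description was not tested.

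Raw counts did not show high PDGFRA in ENCC 4′. The study described high transcript levels of both PDGF receptors in this subcluster. PDGFRB was highest there, at 8.58 CPM, but PDGFRA had 0 UMIs in 138 cells, which leaves levels up to 1.98 CPM open. Imputation could create such a pattern, so ALRA was run on the kept day 15 cells. The mean imputed PDGFRA value in ENCC 4′ was 0.00773 on the natural log scale, below the 0.0128 to 0.0280 in ENCC 1′ to ENCC 3′. For PDGFRB the mean imputed value was 0.244 in ENCC 4′, against 0.00661 to 0.0401 in the other subclusters. Imputation run in this way raised PDGFRA in ENCC 4′ from a measured mean of 0, but not above the other subclusters. Whether another set of cells or another rank would lift it above them was not tested. Rebuilt clustering did not recover the subcluster, and at the resolution of the study 134 of its 138 cells fell into a cluster of 1319 cells. No biological explanation was tested for ENCC 4′.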
